# Identification of Gene Modules Associated with Low Temperatures Response in Bambara Groundnut by Network-Based Analysis

**DOI:** 10.1371/journal.pone.0148771

**Published:** 2016-02-09

**Authors:** Venkata Suresh Bonthala, Katie Mayes, Joanna Moreton, Martin Blythe, Victoria Wright, Sean Tobias May, Festo Massawe, Sean Mayes, Jamie Twycross

## Abstract

Bambara groundnut (*Vigna subterranea (L*.*) Verdc*.) is an African legume and is a promising underutilized crop with good seed nutritional values. Low temperature stress in a number of African countries at night, such as Botswana, can effect the growth and development of bambara groundnut, leading to losses in potential crop yield. Therefore, in this study we developed a computational pipeline to identify and analyze the genes and gene modules associated with low temperature stress responses in bambara groundnut using the cross-species microarray technique (as bambara groundnut has no microarray chip) coupled with network-based analysis. Analyses of the bambara groundnut transcriptome using cross-species gene expression data resulted in the identification of 375 and 659 differentially expressed genes (p<0.01) under the sub-optimal (23°C) and very sub-optimal (18°C) temperatures, respectively, of which 110 genes are commonly shared between the two stress conditions. The construction of a Highest Reciprocal Rank-based gene co-expression network, followed by its partition using a Heuristic Cluster Chiseling Algorithm resulted in 6 and 7 gene modules in sub-optimal and very sub-optimal temperature stresses being identified, respectively. Modules of sub-optimal temperature stress are principally enriched with carbohydrate and lipid metabolic processes, while most of the modules of very sub-optimal temperature stress are significantly enriched with responses to stimuli and various metabolic processes. Several transcription factors (from MYB, NAC, WRKY, WHIRLY & GATA classes) that may regulate the downstream genes involved in response to stimulus in order for the plant to withstand very sub-optimal temperature stress were highlighted. The identified gene modules could be useful in breeding for low-temperature stress tolerant bambara groundnut varieties.

## Introduction

Bambara groundnut (*Vigna subterranea (L*.*) Verdc*, 2*n* = 2*x* = 22) is a nutritionally rich, underutilised, indigenous African legume crop and mainly grown for its protein rich seed. This crop continues to be the third most important food legume crop after groundnut and cowpea in semi-arid Africa [1, 2]. Due to its good seed nutritional values, particularly for the protein component in developing country diets, bambara groundnut has been receiving increased interest and could undergo a shift from subsistence crop to a cash crop i.e., bambara groundnut has been canned at a commercial level [3]. The remarkable feature of this crop is that it can produce yield in soils which are too poor for cultivation of other crops like groundnut (*Arachis hypogaea*) or where drought stress is too extreme [4].

Low temperature (LT) can be a major abiotic stress, particularly in non-equatorial regions of Africa and elevated planes. LT stress can limit the growth and development of the crop, leading to the loss of potential yield, with the limited reports for bambara groundnut suggesting base temperatures (below which no growth and development occurs) of 12–13°C. Similar to other crops [5,6], the growth and productivity of bambara groundnut is also effected by LT stress in a number of ways, such as delays in the germination of seeds, a reduction in total dry matter accumulated (TDM), reduced shelling percentage and reduced pod and seed yields. Usually the optimum temperature (T_0_) for bambara groundnut ranges from 20–28°C [4, 7]. Thus, the low temperatures restrict the times of the year when the farmers can plant seed, particularly where the temperature at night is below the T_0_. However, while landraces which are grown within such stressed environments have been indirectly selected by growth in the target environment, any cold tolerance present may not be optimised and without an understanding of the trait, it may be difficult to introduce new genetic variation from other environments into the target environment. Despite its importance as a promising food and economically valuable crop, bambara groundnut is mainly cultivated as landraces and there is a need to develop bambara groundnut varieties which are tolerant to low temperature stress, which could further improve the options for growth and productivity of this drought tolerant legume as part of sustainable low input agriculture.

The advancement of molecular technologies and high-throughput “omics” tools such as microarrays and deep-sequencing studies have become a useful strategy for the global analysis of plant gene expression under a particular biotic and/or abiotic stress condition. Using microarrays, the abiotic stress responses in *Arabidopsis thaliana* [8], *Oryza sativa* [9], *Glycine max* [10], *Solanum lycopersicum* [11] and in other plants have been widely analyzed and several stress responsive genes have been identified, although these genes have yet to be evaluated in field crop situations. Unfortunately, commercial microarray chips are not available for underutilized and understudied minor crops like bambara groundnut and alternatives such as comprehensive RNA sequencing—while becoming more affordable—can still be costly, prohibiting routine large-scale experiments. One possible solution for this problem is a cross-species (Xspecies) microarray approach [12], involving the hybridisation between the cRNA of the species of interest and a closely related species for which a custom microarray chip is available. This approach has been successfully used to study the transcriptomes of different important crops [13–15]. However, these microarray analyses may provide less information on gene-gene functional relationships. To study the gene-gene interrelationships under a particular biological treatment, such as experiencing biotic and/or abiotic stress conditions, network-based analyses, such as gene co-expression network analyses, have been popularly used [16–20].

Gene co-expression networks are constructed from expression data generated by using either microarrays or deep-sequencing (RNA-Seq) methods to provide a global view of gene-gene interrelationships and can help in the identification of candidate genes as well as the better understanding of how the inter-connected genes interplay to carry out specific biological functions under a specific stress condition. In recent years, co-expression networks have been constructed for model species, *Arabidopsis* [16], and for other important food crops such as *Oryza sativa* [17], *Citrus* [18], *Glycine max* [19], *Vitis vinifera* [20] and have been provided a global view of the transcriptional relationships under specific stress conditions. From these gene co-expression network analyses, a number of candidate genes and gene functional modules have been identified that are associated with a specific biological process in plants. In addition, several web-based databases for plant gene co-expression networks, including LegumeGRN [21], CoP [22], PLANEX [23], PLEXdb [24] and CressExpress [25], have been developed to enable the visualization of gene-gene interrelationships, gene-specific expression profiles across stress conditions and data mining of co-expression networks for plant breeders and biologists.

In the present study we report the use of cRNA from bambara groundnut grown under sub-optimal and very sub-optimal temperature stresses, hybridized with Affymetrix Soybean's GeneChip^TM^ array to study low temperature responsive candidate genes expression in bambara groundnut. To further study gene-gene functional relationships and identify the gene functional modules associated with LT, we have constructed a gene co-expression network, followed by the partitioning of the co-expression networks to identify LT responsive functional modules to provide a better understanding of the underlying molecular mechanisms of the LT response in bambara groundnut.

## Materials & Methods

### Plant Materials

Three plants of the bambara groundnut genotype ‘S19-3’ were grown in controlled environment growth rooms at Sutton Bonington Campus, University of Nottingham, under a 12 hour photoperiod and at a constant temperature of 27°C. Plants were grown in soil columns containing a growing medium of 1 part John Innes 2 compost to 1 part sand, and were watered as required to main approx. field capacity. A single, fully-expanded leaflet was sampled from each of the three plants growing at 27°C, snap frozen in liquid nitrogen and stored at -80°C. Plants were given a further 3 days at 27°C to recover from sampling before being moved to a controlled environment room at 23°C. On the fifth day at 23°C a single fully-expanded leaflet was sampled and stored, as described above. After 3 further days plants were moved to 18°C, and then five days later were sampled again.

### Genomic DNA and total RNA extraction

Frozen bambara groundnut leaflets were ground to a fine powder, under liquid nitrogen, in a mortar and pestle. Extraction of genomic DNA was carried using 100 mg ground leaf tissue, using a DNeasy Plant Mini Kit (Qiagen), according to manufacturer’s directions. The quality and concentration of DNA was assessed by visualization on agarose gel and by spectrophotometry, using a nanodrop. For extraction of total RNA, 100 mg ground leaf tissue was processed, as per manufacturer’s instructions, using an RNeasy Plant Mini Kit (Qiagen) and including the additional DNA digestion step. RNA samples were then run on the Agilent Bioanalyzer to determine quality and concentration.

### Genomic DNA and cRNA hybridization

Genomic DNA from bambara groundnut leaf tissue was labelled with the Bioprime DNA labelling system kit and then hybridized with Soybean’s GeneChip^TM^ (Affymetrix) for 16 hours at 45°C using the standard hybridization protocol (Affymetrix) and analysed by scanning. Total RNA (5 μg) from bambara groundnut of optimal, sub-optimal and very sub-optimal temperatures was reverse-transcribed to synthesize double stranded cDNA using the standard protocol and then the resulting samples were *in-vitro* transcribed to generate complementary RNAs (cRNAs) incorporating biotinylated nucleotides using T7 DNA polymerase. Purified cRNA (15 μg) were heat-treated and then hybridized to the Soybean GeneChip^TM^ (Affymetrix) for 16 hours at 45°C [12]. A triplicate hybridization (biological, from different plants) was used for each temperature (18°, 23° and 27°C) and all the hybridization data have been submitted to NCBI’s GEO database (https://www.ncbi.nlm.nih.gov/geo; Acc. No. GSE72255).

### Probe selection and Normalization

Probe-pair information from the genomic DNA (gDNA) hybridization file (.cel) were extracted using a.cel file parser available at https://www.affymetrix.arabidopsis.info/xspecies/, which generates a customised chip definition file (CDF) compatible with various microarray data analysis programs, including R/BioConductor[12]. The RNA hybridisation files (.cel) were loaded into the R environment applying the customized CDF files generated in the previous step and then were pre-processed using the RMA (Robust Multichip Average) pre-normalization algorithm present in the “affy” package [26].

### Identification of differentially expressed genes

Differentially expressed genes were identified based on the baseline data generated under 27°C (control) in both sub-optimal (23°C) and very sub-optimal temperature (18°C) stresses using a t-test and corrected by False Discovery Rate (FDR) approach for multiple hypothesis testing [27]. Average signal intensities of all biological replicates for each sample were used to calculate the fold-change of gene expression.

### RNA-seq data based expression profiling of DE genes

Unpublished SOLiD4 reads were generated from the same RNA samples as the microarray data and have been submitted to NCBI’s GEO database (https://www.ncbi.nlm.nih.gov/geo; Acc. No. GSE75982). Reads which were at least 50bp in length, were aligned to an unpublished transcriptome assembly of Bambara groundnut using LifeScope version 2.5.1 [28] and read counts were extracted from the alignment file. DESeq package version 1.22.0 [29] were used to identify the differentially expressed genes. Further, the expression patterns of DE genes identified from RNA-seq data were matched with the DE genes identified from microarray data via BLASTN [30] searching of bambara groundnut’s unpublished transcriptome sequences against the Soybean GeneChip design sequences with default parameters. The matched differentially expressed probes were visualised, based on variance stabilization transformed data, using heatmaps by heatmap.2 function of R’s gplots package version 2.1 (http://cran.r-projects.org/package=gplots).

### Construction of the co-expression network

Highest-reciprocal rank (HRR) based co-expression network methodology was employed to further investigate the interactions between the identified DE genes by constructing co-expression networks for each of the stress conditions. The HRR-based co-expression network were created using the HRRNetworkCreator tool [31] and then the co-expression networks were visualized using Cytoscope [32].

### Module detection and Functional enrichment

HCCA [31] was used to detect the modules in the constructed co-expression networks using default parameters. The GO annotation of the *Glycine max* genome was downloaded from SoyBase (http://www.soybase.org). Significantly enriched Gene Ontology terms for each of the detected module was carried out by AgriGO Tool [33].

## Results

Both soybean and bambara groundnut are phylogenetically related legume crops (around 20 million years divergence since a common ancestor; [34]). Hence in this study we have used Soybean's GeneChip^TM^ array (Affymetrix) to study the transcriptome of Bambara groundnut under low temperatures. Further, we have developed a computational pipeline (Fig 1) to identify the low temperature stress associated genes/gene modules using cross-species based expression datasets coupled with network-based analysis. The pipeline consists of the following steps: (1) probe selection using a gDNA hybridization approach, (2) pre-processing of raw expression data, (3) identification of DE genes, (4) construction of an HRR-based co-expression network, (5) detection of modules, and (6) detection of biologically relevant modules by GO analysis.

**Fig 1:**
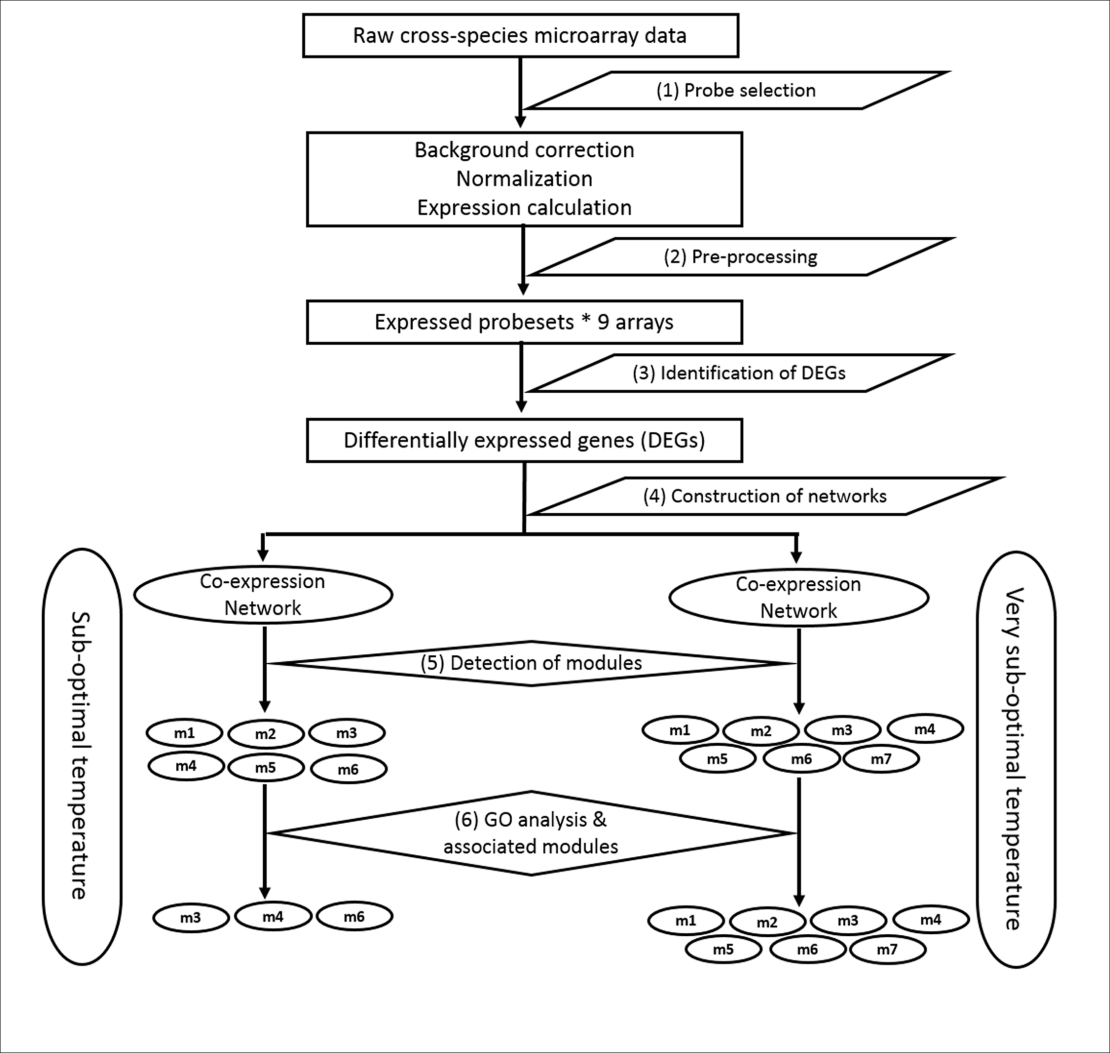
Flowchart of the pipeline for identification of gene modules associated with low temperature response in bambara groundnut.

### Probe Selection and identification of differentially expressed genes

After hybridizing the genomic DNA of bambara groundnut with the Soybean GeneChip^TM^ array (Affymetrix), a probe-pair was retained if its perfect-match hybridization intensity value was greater than the user defined threshold values (ranging from 0 to 500) using a.cel file parser, which also generated a CDF file for each of the threshold values. These CDF files only contain the probe-pairs in which the perfect-match (PM) oligonucleotides has a gDNA hybridization intensity greater than the user defined threshold [12]. Table 1 shows the number of retained probe pairs and probe-sets for each threshold value for further analysis.

**Table 1:** Statistics of retained probes and probe-sets on the Affymetrix Soybean GeneChip array before further analysis. This table contains information on the number of probe-pairs and probe-sets retained for further analysis corresponding to each threshold value. The last two columns indicate the number of identified DEGs under sub-optimal and very sub-optimal temperature stresses compared to the optimal temperature, corresponding to each threshold value, based on masked probe-sets in the custom.cdf file.

Threshold values	Number of probes (complete Soybean chip)	Number of probesets (complete Soybean chip)	Number of DEGs (Sub-optimal temperature)	Number of DEGs (Very sub-optimal temperature)
0	670388	61072	256	513
50	602176	61058	342	612
100	326207	59978	375	659
200	130572	50822	335	592
300	65127	36716	254	372
400	36933	25017	190	238
500	23184	17163	127	192

The raw expression intensity values (RNA.cel files) were filtered for low- or non-specific hybridization using the custom generated CDF files from the previous step and then normalized using the RMA algorithm present in “affy” package of BioConductor in an R environment [26]. To further reduce the noise in the normalized data, only the probe-sets present (P) in all the array slides (total 9 slides) were selected. Differentially expressed genes (DEGs) were calculated for each threshold value (0–500) using a t-test and then corrected by using False Discovery Rates (FDR) for multiple hypothesis testing [27]. To consider a probe-set as differentially expressed, it should contain <0.01 corrected p-value with a >2 fold-change (either up- or down-regulated). Based on this criteria, the CDF file of 100 threshold values was considered as a best threshold value (Table 1) as it returned highest number of DEGs (375 in optimal vs. sub-optimal temperature and 659 in optimal vs. very sub-optimal temperature). Out of 375 DEGs, 204 genes are up-regulated while 171 genes are down-regulated under the sub-optimal temperature (S1 Table). On the other hand, out of 659 DEGs, 403 genes are up-regulated while 257 genes are down-regulated in the very sub-optimal temperature (S2 Table). There were 110 DEGs which are common between sub-optimal and very sub-optimal temperatures suggesting that a similar genetic response is likely to underlie the response of bambara groundnut to these two different temperatures. Out of these 110 common DEGs, 76 genes are up-regulated while 34 genes are down-regulated (S3 Table).

### RNA-seq data based expression profiling of DE genes

We have chosen top hundred DE genes (up- and down-regulated) to validate their expression patterns using unpublished RNA-seq data in three steps: (1) Aligned RNA-seq reads of three stress conditions individually to the unpublished transcriptome assembly of bambara groundnut using LifeScope version 2.5.1 [28] and read count for each of the isotig were extracted; (2) Then the count data were load into DESeq [29] and identified DE genes with adjusted p-value < 0.1; and (3) The top hundred DE genes (up- and down-regulated) of microarray data were matched against the DE genes obtained from RNA-seq data via BLASTN [30] searching of isotigs of bambara groundnut’s transcriptome against the Soybean GeneChip design sequences with default parameters which resulted in 52 common DE genes (up- and down-regulated) between microarray-based top hundred DE genes and RNA-seq data based DE genes (adjusted p-value <0.1). 

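RNA-seq libraries from leaflets of bambara groundnut genotype S19-3 were sequenced on the SOLiD4 platform, with 2 libraries at each of 3 temperatures (27°C, 23°C and 18°C). The paper states that the RNA was the same as that used for the microarray, and that leaflets were taken on the fifth day at 23°C and 5 days after the move to 18°C, as does the growth protocol deposited with the samples, whereas the labels of the single samples give 3 days at each temperature. The paper describes 3 plants moved from 27°C to 23°C and then to 18°C, the deposited protocol mentions both 2 and 3 plants, and the labels number 2 biological replicates at each temperature. The authors aligned the reads to their unpublished transcriptome assembly with LifeScope and deposited the count of reads on each of 17753 isogroups, without normalization. An isogroup is the set of isotigs that the assembly placed together as one locus. The total was 10654926 and 7231902 reads at 27°C, 9591692 and 9790855 at 23°C, and 12495235 and 8535145 at 18°C, for replicates 1 and 2 respectively. The 5 isogroups with the most reads took 46.6% and 65.8% of the reads at 27°C, 44.8% and 64.9% at 23°C, and 43.9% and 59.8% at 18°C. The Wilson 95% confidence intervals of these shares reached no more than 0.035 percentage points to either side and cover counting error alone. The totals also differed between replicates at 27°C and 18°C, and the median isogroup had 41, 38 and 59 reads in replicate 1 at 27°C, 23°C and 18°C, but 17, 17 and 25 reads in replicate 2. Counts were normalized with edgeR's TMM method, isogroups with too few reads were removed with filterByExpr, and the remaining 14909 isogroups were tested with edgeR's quasi-likelihood test in a single model of all 6 libraries. An isogroup was taken as differing at a Benjamini-Hochberg adjusted p-value under 0.1, the threshold the paper used with DESeq.

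**Figure D1:**
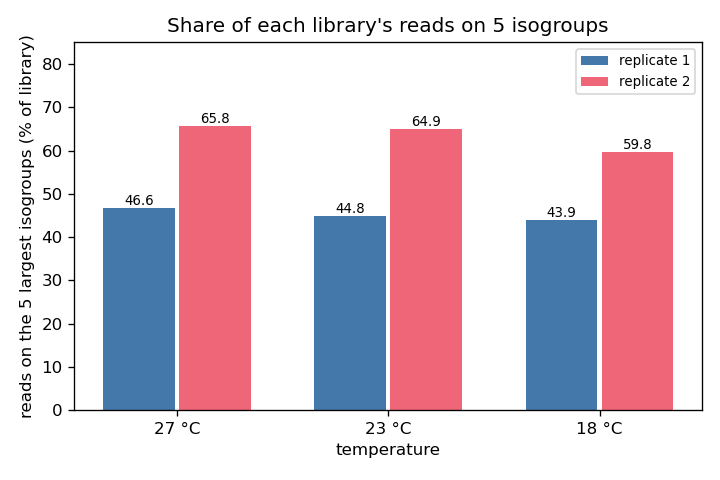
Share of each library's reads (y axis, percent) that fell on the 5 isogroups with the most reads, at each temperature (x axis), with 1 bar per library. At each temperature the share was higher in replicate 2, at 59.8% to 65.8%, than in replicate 1, at 43.9% to 46.6%.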

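At 23°C, 837 of the 14909 isogroups tested differed from 27°C, of which 480 rose and 357 fell. At 18°C, 1544 isogroups differed from 27°C, of which 729 rose and 815 fell. Between 18°C and 23°C, 45 isogroups differed, with 25 higher and 20 lower at 18°C. The median size of the log2 fold change among the isogroups that differed was 1.96 at 23°C and 1.97 at 18°C, both against 27°C. Isogroups with small changes did not pass the threshold, and the smallest size among those that did was 1.07 and 0.946. The medians therefore do not show whether changes across all isogroups were of equal size. The replicate numbers, which were taken from the sample labels, were checked for pairing through the difference between replicates 1 and 2 at each temperature. Across isogroups, which are not independent replicates, these differences had a correlation of 0.364 between 27°C and 23°C, 0.229 between 27°C and 18°C, and 0.433 between 23°C and 18°C. With the replicate number as a block in the edgeR model (replicate block), 2237 isogroups differed at 23°C and 3084 at 18°C against 27°C, and 929 between 18°C and 23°C. Between 18°C and 23°C the balance of directions changed, with 400 higher and 529 lower at 18°C with the replicate block, and 97 higher and 155 lower with DESeq2. Each isogroup that differed without the replicate block also differed with it. The block was the alternative that moved these counts furthest upwards. DESeq2 gave 815, 1288 and 252 isogroups for the same 3 comparisons, and a re-implementation of the test in the DESeq package gave 427, 711 and 36. An exact permutation test of any single isogroup with 2 libraries against 2 cannot give a two-sided p below 0.333, so the calls rest on the spread that edgeR estimates jointly across isogroups.

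**Figure D2:**
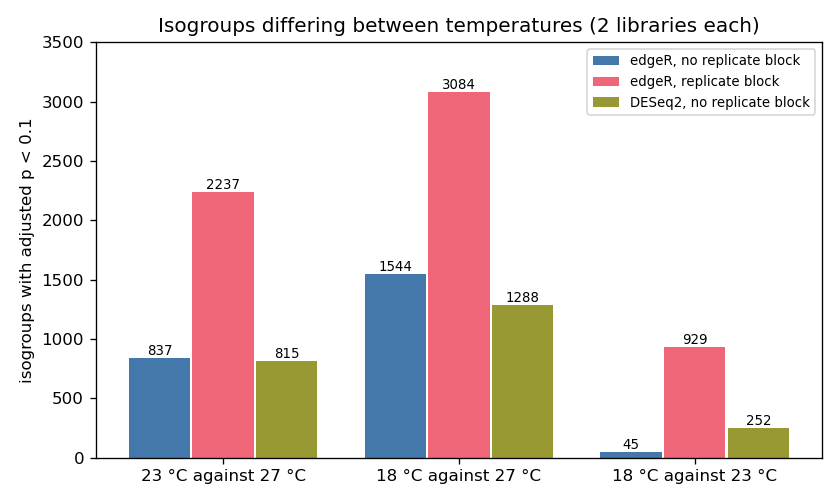
Number of isogroups with an adjusted p-value under 0.1 (y axis) in each comparison of temperatures (x axis), from edgeR without the replicate block, edgeR with it, and DESeq2. Without the block the counts were 837, 1544 and 45, and with it 2237, 3084 and 929.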

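The deposited files list isogroups by number and do not pair them with genes. Among the isogroups that differed at 23°C, isogroup13635 had the largest rise in the edgeR fit, from 0 reads in both libraries at 27°C to 158 and 23 reads at 23°C, a log2 fold change of 9.49 (standard error 1.28, adjusted p = 0.00761 from edgeR's quasi-likelihood test). The largest fall in the edgeR fit was that of isogroup14612, which had 22 and 18 reads at 27°C and 0 in both libraries at 23°C, a log2 fold change of -7.70 (standard error 1.40, adjusted p = 0.0226 from edgeR's quasi-likelihood test). The order depended on the tool, since isogroup12217, with 920 and 167 reads at 27°C and 5 and 1 at 23°C, had a log2 fold change of -7.29 in edgeR and -7.33 in DESeq2, where that of isogroup14612 was -6.82. At 18°C, isogroup15651 rose from 0 reads in both libraries at 27°C to 609 and 63 reads, a log2 fold change of 10.75 (standard error 1.35, adjusted p = 0.00266 from edgeR's quasi-likelihood test). In contrast, isogroup13369 had 389 and 105 reads at 27°C and 1 and 0 reads at 18°C, a log2 fold change of -9.02 (standard error 0.78, adjusted p = 0.000625 from edgeR's quasi-likelihood test). With each library of the 2 temperatures left out in turn, the log2 fold change ranged from 8.39 to 10.18 for isogroup13635, from -8.08 to -7.32 for isogroup14612, from 9.14 to 11.49 for isogroup15651 and from -10.80 to -8.59 for isogroup13369. With DESeq2 or with the replicate block in edgeR, these 4 isogroups kept their direction and an adjusted p-value under 0.1. Where all reads of an isogroup at a temperature are 0, the size of the fold change depends on the small count that edgeR adds before taking logarithms. The test itself reports no standard error. The standard errors given here are the size of the log2 fold change divided by the square root of the test's F statistic. They are approximate, and least reliable where all reads at a temperature are 0.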

Finally, the 52 common DE genes were used to generate the heatmap (S1 Fig and S4 Table) using heatmap.2 function. 

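The RNA-seq values in S4 Table carry probe set names and no isotig or isogroup names, so each of its 52 probe sets was searched for among the deposited counts. The counts were normalized by the median-ratio method, transformed with a variance-stabilizing transformation fitted as in the DESeq package, and summed over the 2 libraries of each temperature. None of the isogroups had values within 0.01 of a probe set's RNA-seq values at all 3 temperatures, so 0 probe sets were matched. The distance to the nearest isogroup, taken at the temperature where it was largest, had a median of 0.27 and ranged from 0.07 to 0.72 on the transformed log2 scale. With a tolerance of 0.05, or with the 2 parameters of the transformation fitted to S4 Table, 0 probe sets were matched as well. The paper extracted counts for each isotig, whereas the deposited counts are per isogroup, so a probe set matched to one of several isotigs in an isogroup could not be found in this way under any transformation. The search therefore does not show whether the counts and S4 Table differ, and no test results are given for the 52 probe sets.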

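In the deposited counts, 729 isogroups rose and 815 fell at 18°C against 27°C at an adjusted p-value under 0.1 in edgeR's quasi-likelihood test. The probe sets of S4 Table were not matched to isogroups (0 of 52), so the directions that follow are those of the values the paper reports in that table. In the paper's values, 36 probe sets rose and 16 fell at 18°C against 27°C in the microarray, and all 52 had the same direction in the RNA-seq data. At 23°C against 27°C, 48 of the 52 probe sets had the same direction in both data sets of the paper and 4 had opposite directions. These 4 are not in the list of genes that differed at 23°C (S1 Table). Only 12 of the 52 are in that list, so the absence of these 4 says little about them. Across the 52 probe sets, which are not independent replicates, Spearman's rank correlation between the paper's changes in the microarray and in the RNA-seq data was 0.870 at 18°C and 0.930 at 23°C. Within the 36 probe sets that rose at 18°C it was 0.637, and within the 16 that fell it was 0.672. No such split was made at 23°C. The paper listed these probe sets because they differed in both data sets, a choice that can itself raise the correlations. They therefore do not measure how well the 2 methods match across all genes. The 52 probe sets held 50 distinct RNA-seq profiles, since 2 pairs of probe sets shared the same values. On the basis of the heatmap, the paper states that the 52 genes were alike in the cross-species microarray and in RNA-seq.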

The heatmap indicates that the 52 DE genes identified from microarray data were consistent when using either cross-species microarray approaches or RNA-seq based analysis.

### Construction of co-expression networks and detection of functional modules

We have employed the Highest Reciprocal Rank (HRR) based method to construct the co-expression networks. In this approach, the calculated Pearson Correlation Coefficient (r) values were normalized using the highest reciprocal rank i.e., the mutual co-expression relationship between two genes of interest. This method overcomes the problem of calling biological relationships between expressed genes at different cut-off r-values [31]. In general, the statistical significance of the co-expression relationships between two genes of interest may not reflect the biological relevance [35]. Therefore, we determined HRR value that optimized biological relevance and found that the 10 ≤ HRR ≤ 20 produced biologically relevant networks in both the stress conditions i.e., HRR = 10 produced 28% and 34% of the nodes disconnected from networks of sub-optimal and very sub-optimal temperature stress conditions, respectively, while HRR = 20 decreased this proportion to 0.8% and 0.3% of nodes, respectively. Thus, combining both biological relevance and selecting for the maximum number of nodes connected in both the networks, we found that HRR = 20 resulted in biologically relevant co-expression networks with 4218 edges between 375 nodes (S5 Table) and 7178 edges between 659 nodes (S6 Table) in sub- optimal and very sub-optimal temperatures, respectively.

Responses to any stress are usually organized as relatively separable functional modules of highly interconnected genes in the co-expression network at a given cut-off. Genes present in the same functional module are co-expressed across diverse conditions, and thus, functional consistency among the genes present in the same modules is expected [17, 36, 37]. In this study we used the Heuristic Cluster Chiseling Algorithm (HCCA) [31], with the number of steps away from the seed node (n) = 3 and the average cluster size ranging from 40–200 nodes, to detect biologically related modules and this resulted in 6 (S7 Table) and 7 (S8 Table) modules in sub-optimal and very sub-optimal temperatures, respectively, ranging in size from 40–200 genes per cluster. Tables 2 & 3 shows the statistics of the detected modules in sub-optimal and very sub-optimal temperature co-expression networks, respectively.

**Table 2:** Summary of the detected modules in the sub-optimal temperature co-expression network. Module column indicates the module number in the network; The Total Genes column indicates the number of genes present in the module, with direction of gene expression change given in the next two columns.

Module	Total Genes	Up-regulated	Down-regulated
1	58	28	30
2	44	21	23
3	58	29	29
4	72	41	31
5	90	54	36
6	53	30	23

**Table 3:** Summary of the detected modules in the very sub-optimal temperature co-expression network. Module column indicates the module number in the network; The Total Genes column indicates the number of genes present in the module, with direction of gene expression change given in the next two columns.

Module	Total Genes	Up-regulated	Down-regulated
1	155	93	62
2	185	103	82
3	87	53	34
4	59	37	22
5	86	56	30
6	42	30	12
7	42	27	15

### Functional enrichment of detected modules

Gene Ontology (GO) annotation is one important steps in network analysis to understand the biological functions and then the identification of over-represented biological processes can reveal the functional features of each detected module. To GO annotate, followed by identifying the over-represented GO terms in the detected modules, we carried out a GO enrichment analysis using the AgriGO tool with the Soybean genome locus annotation of Phytozome as the reference set [33]. Hypergeometric distribution adjusted by Bonferroni correction for the testing of multiple hypotheses with an adjusted threshold of p<0.01 and a minimum number of mapping entries of 10 were used to evaluate the statistical significance of the functional enrichment within the detected gene modules.

#### Modules associated with sub-optimal temperature

Functional enrichment analysis resulted in the significant enrichment of three modules (3rd, 4th & 5th) with GO terms with the genes present in these modules principally involved in the biological processes of carbohydrate and lipid metabolic processes (S9 and S10 Tables). Fig 2 displays mapping of significantly enriched GO terms on the sub-optimal temperature stress responsive gene co-expression network.

**Fig 2:**
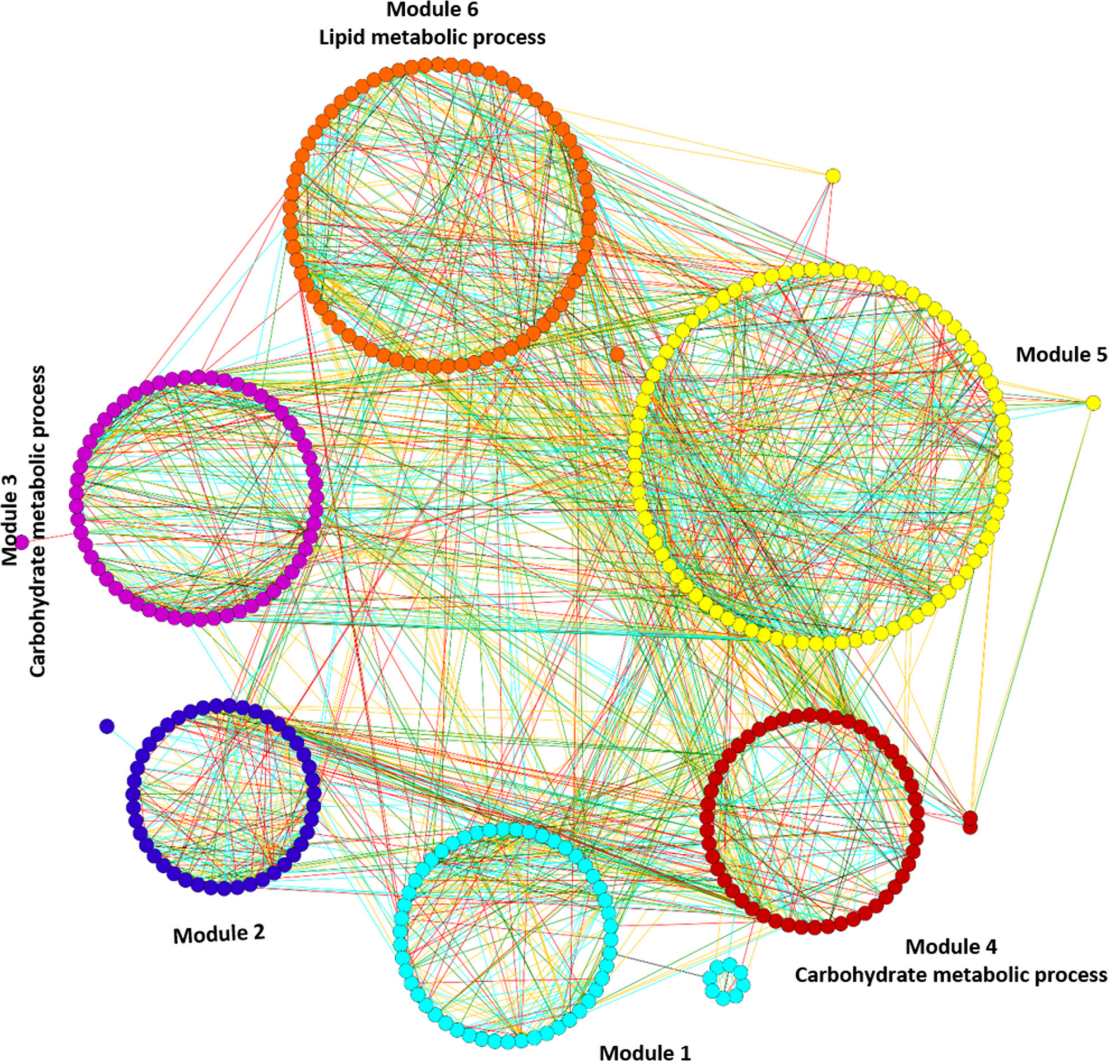
Mapping of enriched GO terms on the sub-optimal temperature stress responsive gene co-expression network. Modules 3, 4 and 6 were significantly enriched with GO terms. The different edge colors indicates different range of HRR values and as follows: Cyan: HRR1-HRR5; Red: HRR6-HRR10; Green: HRR11-HRR15 and Orange yellow: HRR16-HRR20.

Module 3 consists of 58 gene nodes and is principally enriched with carbohydrate metabolic processes (GO:0005975, FDR = 0.0023). There are a total of 12 genes whose functions are associated with carbohydrate metabolic processes, which represent nearly 28% of the annotated genes in the module. Interestingly, 50% of genes in this module are up-regulated by sub-optimal temperature stress, while another 50% of genes are down-regulated. Module 4 consists of 72 gene nodes and is also principally enriched with carbohydrate metabolic processes (GO:0005975, FDR = 0.00015). There are a total of 15 genes whose functions are associated with carbohydrate metabolic processes, which represents nearly 24% of the annotated genes in the module. Fifty-seven percent of genes are up-regulated in this module and the rest of the genes are down-regulated by sub-optimal temperature stress. In contrast, module 6 consists of 53 gene nodes and is principally enriched with lipid metabolic process genes (GO:0006629, FDR = 0.004). There are a total of 10 genes whose functions are associated with lipid metabolic processes, which represents nearly 24% of the annotated genes in the module. Fifty-seven percent of genes are up-regulated and the rest of the genes are down-regulated by sub-optimal temperature stress. Overall, 50–57% of genes in all the enriched modules were up-regulated, while 43–50% of genes are down-regulated by sub-optimal temperature stress, which indicates that the sub-optimal temperature stress has little effect on alteration in expression of genes associated with various metabolic enzymes of carbohydrate and lipid metabolic processes only.

#### Modules associated with very sub-optimal temperature

Functional enrichment analysis revealed that the very sub-optimal temperature stress responsive module genes were mainly involved in biological processes of various kinds of stress response, photosynthesis and cell and metabolic processes, including carbohydrate metabolism. In the very sub-optimal temperature all the detected modules were significantly enriched for GO terms (S11 and S12 Tables). Fig 3 displays mapping of enriched GO terms in the very sub-optimal temperature stress responsive gene co-expression network. Unlike the sub-optimal temperature stress, the very sub-optimal temperature stress regulated different kinds of stimulus responses along with cell and metabolic processes, which indicates that the plant responds to the decrease in temperature by altering more than one biological process in order to survive under unfavourable temperatures. All the detected modules in very sub-optimal temperature stress are positive regulators for low temperature stress in bambara groundnut.

**Fig 3:**
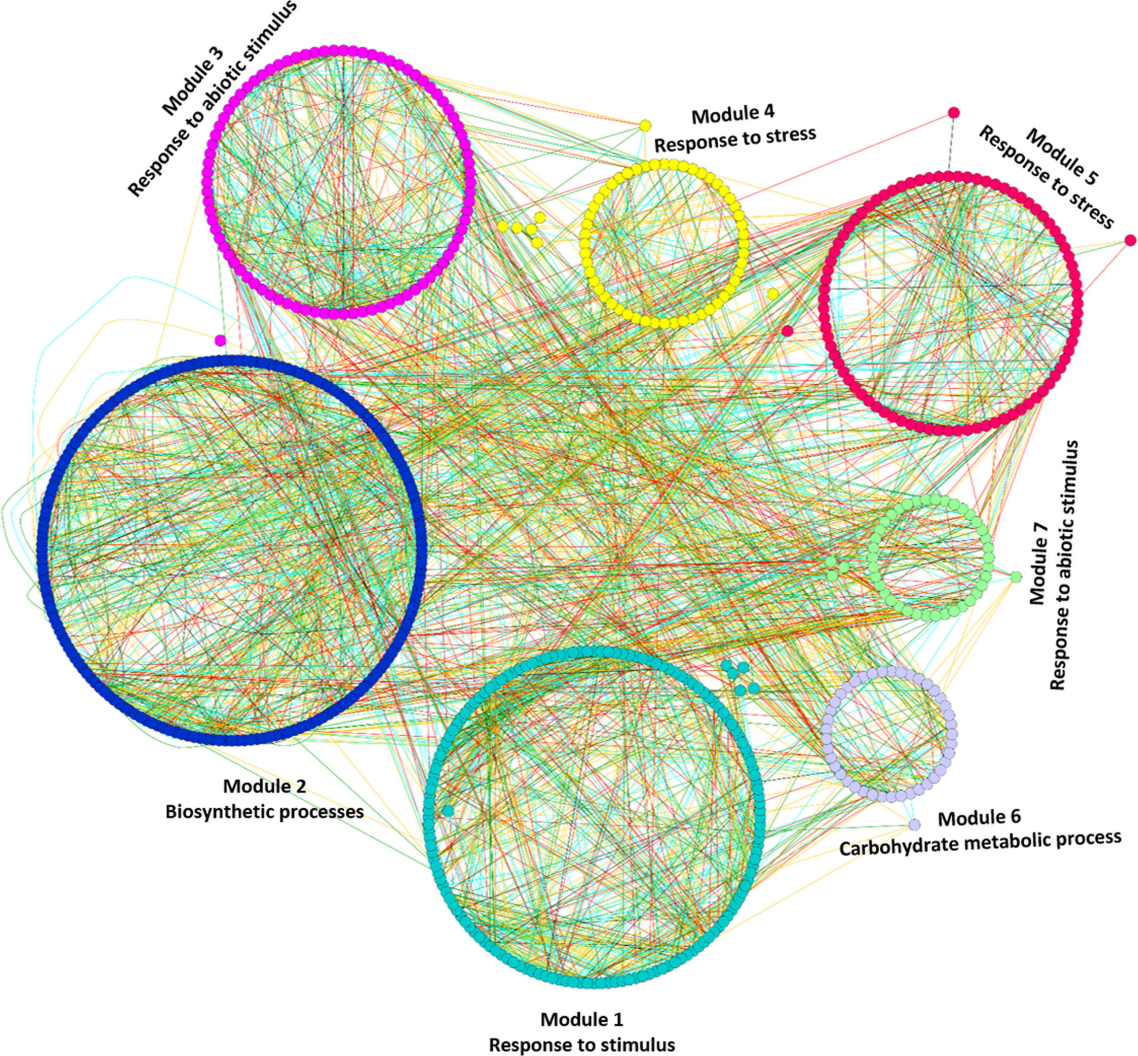
Mapping of enriched GO terms onto the very sub-optimal temperature stress responsive gene co-expression network. Modules with different colours indicates that these modules were significantly enriched with GO terms. The different edge colors indicates different range of HRR values and as follows: Cyan: HRR1-HRR5; Red: HRR6-HRR10; Green: HRR11-HRR15 and Orange yellow: HRR16-HRR20.

Module 1 consists of 155 gene nodes and is enriched with stimulus responses (GO:0050896, FDR = 0.00039). There are a total of 67 genes whose functions are associated with responses to stimuli, which represent 54% of the annotated genes in the module. 60% of genes in the module are up-regulated by the very sub-optimal temperature stress, while rest of the genes are down-regulated. The presence of the up-regulated heat-shock protein (HSP) gene (Gma.10282.2.S1_at, Glyma18g01416.1) is indicative among the 67 genes enriched which show upregulation with the “stimulus response” in this module. In general, HSP genes are induced and secrete HSPs when there is sudden change in the genotypic expression of various genes triggered by any kind of stress. HSPs play an essential role as chaperones by assisting the correct folding of stress-accumulated misfolded proteins enhancing cell and plant survival during low temperature stress. It has also been reported that these HSP genes are induced in *Arabidopsis* and other plant species by low temperature stress [38] and thus this module may be preferentially associated with very sub-optimal temperature stress response in bambara groundnut.

Module 3 consists of 87 gene nodes and is enriched with abiotic stimulus response genes (GO:0009628, FDR = 0.0042). There are a total of 22 genes whose functions are associated with responses to abiotic stimuli, which represents 20% of the annotated genes in the module. Nearly 61% of genes in the module are up-regulated by the very sub-optimal temperature, while the rest of the genes are down-regulated. The up-regulated chaperone DnaJ gene is important among these 22 genes. Recent studies indicates that this gene contributes to maintenance of photosystem-II under chilling stress in tomatoes [39] and therefore, this gene may be participating in a similar response in bambara groundnut under very sub-optimal temperature.

Module 4 consists of 59 gene nodes and is enriched with responses to stress (GO:0006950, FDR = 0.0032). There are a total of 22 genes whose functions are associated with stress responses, which represents 47% of the annotated genes in the module. 63% of genes in the module are up-regulated, while the rest of the genes are down-regulated by the very sub-optimal temperature stress. This module contains an important up-regulated gene called WD40 repeat gene (Gma.13316.2.S1_a_at, Glyma18g52040.1) which a plays crucial role in diverse protein-protein interactions by acting as a scaffolding molecules and thus assisting the proper molecular activity of proteins. In recent studies, these genes show higher expression during a long duration of cold stress in *Setaria italica*, indicating the up-regulation of these genes in bambara groundnut may play a role in correct scaffolding of low temperature stress-accumulated misfolded proteins [40].

Module 5 consists of 86 gene nodes and is also enriched with responses to stress (GO:0006950, FDR = 0.0019). There are a total of 29 genes whose functions are associated with stress responses, which represents 46% of the annotated genes in the module. 65% of genes in the module are up-regulated, while the rest of the genes are down-regulated by the very sub-optimal temperature stress.

Module 7 consists of 42 gene nodes and is also enriched with abiotic stimulus response genes (GO:0009628, FDR = 0.0044). There are a total of 13 genes whose functions are associated with the abiotic stimulus responses, which represents 37% of the annotated genes in the module. Sixty-five percent% of genes in the module are up-regulated, while rest of the genes are down-regulated by the very sub-optimal temperature stress.

#### Transcription factors associated with the very sub-optimal temperature stress

Transcription factors (TFs) play a key role in the biological processes involved in plant growth and development, biosynthetic pathways and biotic and abiotic stress tolerances by regulating the downstream target genes. Recent studies have revealed their role in various biological processes in *Glycine max* [41, 42], *Brassica rapa* [43, 44], *Brassica oleracia* [45], *Vitis vinifera* [46] and *Setaria italica* [47–51]. In this study, we have identified several TFs only in the very sub-optimal temperature stress which may be regulate downstream target genes involved in stimulus responses contained in the GO term and the details of identified TFs are displayed in Table 4.

**Table 4:** Details of identified Transcription Factors (TFs). This table contains information for each identified TF with respect to the module number to which the TF belongs, the corresponding probe-set and gene ID, description of the TF, whether the identified TF is up- or down-regulated, the enriched GO term identified by the AgriGO tool and the number of genes connected to each TF.

Module	Probeset ID	Gene ID	Description	Regulation	Enriched GO Term	Intramodular connectivity
1	Gma.4281.1.S1_at	Glyma18g44560.1	WRKY70	Down	response to stimulus (GO:0050896)	11
1	Gma.593.2.S1_a_at	Glyma17g10250.2	MYB173	Down	response to stimulus (GO:0050896)	15
1	GmaAffx.36677.1.S1_at	Glyma04g33210.1	MYB16	Down	response to stimulus (GO:0050896)	14
1	Gma.4324.3.S1_a_at	Glyma20g31210.4	NAC17	Up	response to stimulus (GO:0050896)	5
2	GmaAffx.32030.1.A1_at	Glyma04g08990.1	GATA9	Down	response to stimulus (GO:0050896)	14
2	GmaAffx.20956.1.S1_at	Glyma10g05560.1	MYB118	Up	response to stimulus (GO:0050896)	13
3	Gma.13676.1.A1_at	Glyma03g41270.1	WHIRLY2	Up	response to stimulus (GO:0050896)	18
3	GmaAffx.50811.2.S1_at	Glyma15g08480.4	NAC73	Up	response to stimulus (GO:0050896)	18
7	GmaAffx.16512.1.S1_at	Glyma13g09010.1	MYB25	Up	response to stimulus (GO:0050896)	9

Module 1 contains four genes encoding TFs from three families and are MYB16 (Glyma04g33210.1), MYB173 (Glyma17g10250.2), NAC17 (Glyma20g31210.4) and WRKY70 (Glyma18g44560.1). Out of four TFs, three TFs were down-regulated, while one TF is up-regulated by the very sub-optimal temperature stress. MYB173 is down-regulated by the very sub-optimal temperature stress and had the highest number of node genes connected (S13 Table) in module 1 (Fig 4A). Previous studies revealed that the MYB family TFs were induced in various stress responses and in stress tolerance [43, 49, 52] which indicates that the down-regulated MYB family TFs in bambara groundnut needs to be induced in order to withstand the decreasing temperature. Module 2 contains two genes encoding TFs from two families and are GATA9 (Glyma04g08990.1) and MYB118 (Glyma10g05560.1). GATA9 is down-regulated, while MYB118 is up-regulated by the very sub-optimal temperature stress. GATA9 had the highest number of intramodular connections (S13 Table) in module 2 (Fig 4B). Previous studies have revealed that the GATA family TFs were differentially expressed in high temperatures and drought [53] which indicates that GATA9 is induced in response to the decreasing temperature.

**Fig 4:**
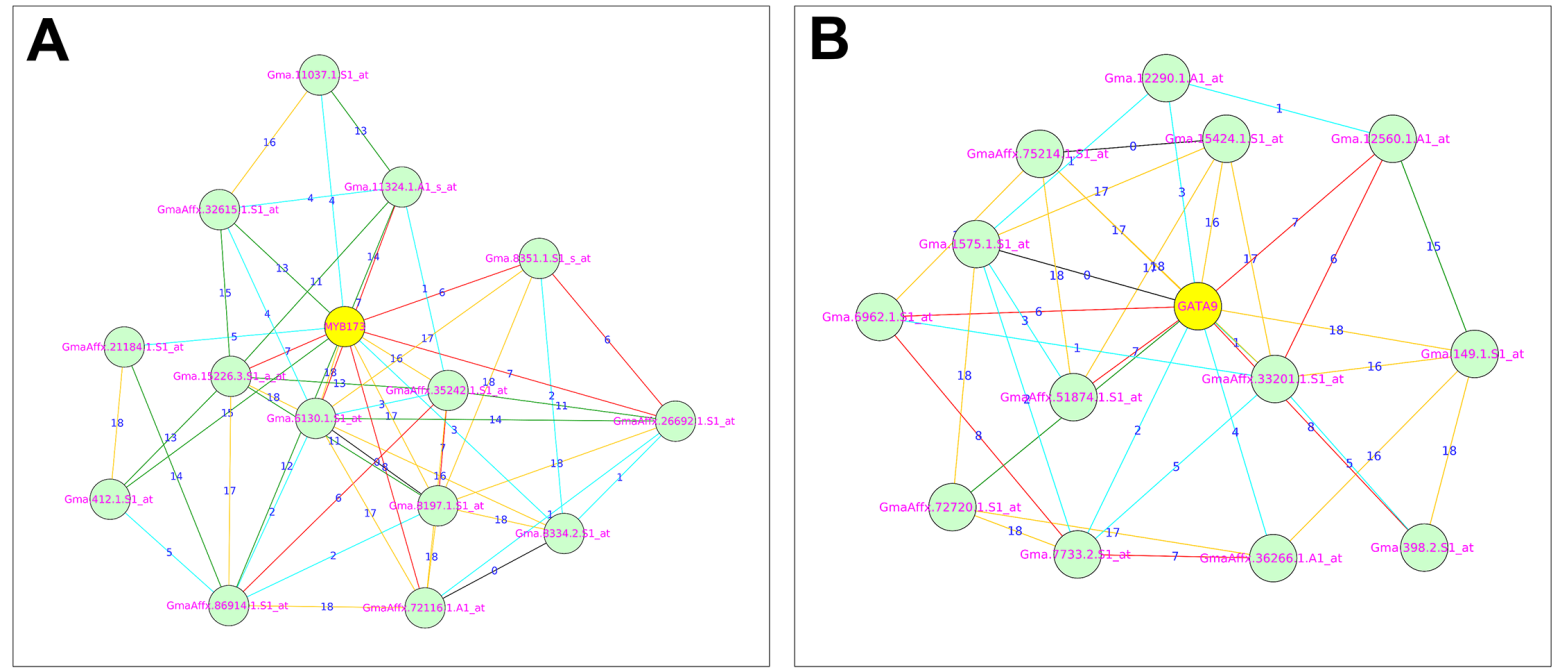
Co-expression relationships of MYB173 and GATA9 transcription factors with their related genes: [A] Shows the co-expression relationships of MYB173 with its related genes. [B] Shows the co-expression relationships of GATA9 with its related genes. The numbers on top of edges indicates the highest reciprocal rank between node genes. The different edge colors indicates different range of HRR values and as follows: Cyan: HRR1-HRR5; Red: HRR6-HRR10; Green: HRR11-HRR15 and Orange yellow: HRR16-HRR20.

Similarly, module 3 contains two genes encoding two TFs from different families. WHIRLY2 (Glyma03g41270.1) and NAC73 (Glyma15g08480.4). Interestingly, both TFs were up-regulated by the very sub-optimal temperature stress which had the joint highest intramodular connectivity (S13 Table) among identified TFs (Fig 5A and 5B). WHIRLY genes are known to be an important part of disease resistance mechanisms in *Arabidopsis* [54] and induced during salinity stress in *Hordeum vulgare* [52]. So far hundreds of NAC genes have been identified in various plants. Studies on NAC genes revealed that these genes regulate salt and drought tolerance [55, 56]. Interestingly, both WHIRLY2 and NAC73 genes were up-regulated by the very sub-optimal temperature stress which implies that these TFs may have an important role in raising low temperature tolerance by inducing genes associated with cold stimulus response in bambara groundnut. Module 3 is the only module that contains up-regulated TFs indicating that this module may be significantly associated with the very sub-optimal temperature stress. Further investigation is required to confirm whether these two TFs are involved in raising the very sub-optimal temperature stress tolerance in bambara groundnut. Finally, there is only one gene encoding a TF in module 7 (MYB25 Glyma13g09010.1) which is up-regulated by the very sub-optimal temperature stress, consistent with the results of previous studies [43, 52].

**Fig 5:**
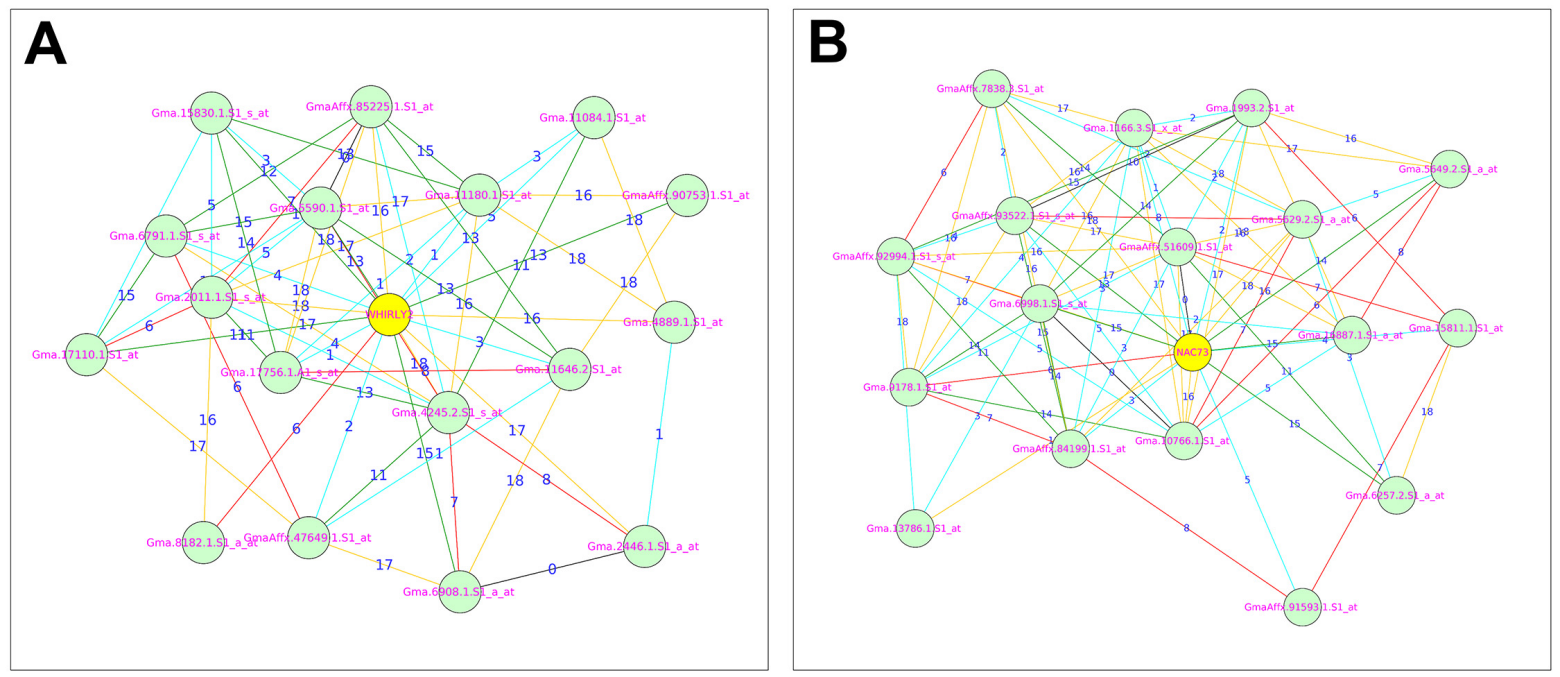
Co-expression relationships of WHIRLY2 and NAC73 genes with their related genes: [A] Shows the co-expression relationships of WHIRLY2 with its related genes. The details of related genes are present in S12 Table. [B] Shows the co-expression relationships of NAC73 with its related genes. The numbers on top of the edges indicates the highest reciprocal rank between node genes. The different edge colors indicates different range of HRR values and as follows: Cyan: HRR1-HRR5; Red: HRR6-HRR10; Green: HRR11-HRR15 and Orange yellow: HRR16-HRR20.

## Discussion

Despite being nutritionally rich, bambara groundnut is still cultivated mainly as landraces. Bambara groundnut is well adapted to drought conditions. In contrast, low temperature stress (<T_0_) causes loss of potential yield in bambara groundnut in a similar way to other crops by limiting growth and development [5, 6] and hence restricts farmers’ option for growing the crop, particularly where the temperature is close to T_0_. Hence, the development of low-temperature stress tolerant Bambara groundnut varieties is important in order to provide more options for farmers.

So far most of the existing studies used either array based or sequence based methods to identify stress responsive candidate genes of crops under different kind of stresses [16–19]. But for bambara groundnut so far there is no chip is available and deep sequencing based methods are still expensive and hence we have used a heterologous microarray (Soybean Affymetrix GeneChip^TM^) coupled with network-based analysis to identify the genes and gene modules associated with low temperatures (23^0^ and 18^0^ C) in bambara groundnut. In this study, we developed a computational approach (Fig 1) to identify the genes and gene modules significantly associated with the low temperature stress in bambara groundnut and which can be used to identify the genes and gene modules associated within any particular crop.

In this study, we identified 375 and 659 genes which are differentially expressed in the sub-optimal and the very sub-optimal temperature stresses respectively, 110 of which are commonly shared between stress levels. On average, 41% of annotated genes present in five functional modules of the very sub-optimal temperature stress were significantly enriched with ‘response to stimuli’, ‘response to abiotic stimuli’ and ‘stress response’, genes while none of the modules of the sub-optimal temperature stress treatment were significantly enriched for any stress-related biological process. Among all the annotated genes present in various modules of very sub-optimal temperature stress, there are several important genes which are up-regulated by very sub-optimal temperature stress condition including, HSP, Chaperone DnaJ and WD40 repeat genes. These genes mainly play crucial roles in correct folding of low-temperature stress-accumulated misfolded proteins in order to withstand low-temperatures. Functional annotation of the detected modules identified nine transcription factors (TF) belonging to five transcription factor families in the very sub-optimal temperature stress only (MYB, NAC, WRKY, WHIRLY and GATA). These TFs have already been shown to be significantly associated with various abiotic stresses in various crops [43, 52–56] and therefore, these TFs may regulate downstream target genes involved in various stress responses related to biological processes in bambara groundnut. The identified gene modules and genes could be useful in developing in low-temperature stress tolerant bambara groundnut varieties, via analysis of the existing genetic diversity available within bambara groundnut, through germplasm collections, such as those held at the International Institute for Tropical Agriculture in Nigeria.

## Supporting Information

S1 Fig Validation of 52 DE genes using heatmap. (TIF) Click here for additional data file.

S1 Table List of identified DE genes in Sub_optimal temperature stress. (XLSX) Click here for additional data file.

S2 Table List of identified DE genes in Very sub_optimal temperature stress. (XLSX) Click here for additional data file.

S3 Table List of common DE genes between two stresses. (XLSX) Click here for additional data file.

S4 Table Data used to generate heatmaps. 

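S4 Table holds the paper's values behind the heatmap of S1 Fig. It lists 52 Soybean GeneChip probe sets, each with a value for optimal, sub-optimal and very sub-optimal temperature from the microarray and the same 3 values from RNA-seq. The methods describe the plotted values as variance stabilization transformed data, and each temperature has a single value, so the table does not show the spread between replicates. All 52 probe sets are in S2 Table, the list for very sub-optimal temperature, and 12 are also in S1 Table, the list for sub-optimal temperature. Ranked by the size of the change in S2 Table, all 52 lie within the first 100 of their own direction, with the last at rank 97 among the genes that rose and rank 96 among those that fell. The deposited counts, which are per isogroup and not per isotig, when put through a variance-stabilizing transformation and summed over the 2 libraries of each temperature, gave no isogroup within 0.01 of a probe set's 3 RNA-seq values.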

(XLSX) Click here for additional data file.

S5 Table HRR-based co-expression network of Sub_optimal temperature stress. (XLSX) Click here for additional data file.

S6 Table HRR-based co-expression network of Very sub_optimal temperature stress. (XLSX) Click here for additional data file.

S7 Table Detected modules in Sub_optimal temperature stress. (XLSX) Click here for additional data file.

S8 Table Detected modules in Very sub_optimal temperature stress. (XLSX) Click here for additional data file.

S9 Table GO annotation of Sub_optimal temperature stress. (XLSX) Click here for additional data file.

S10 Table Gene-level GO annotation of Sub_optimal temperature stress. (XLSX) Click here for additional data file.

S11 Table GO annotation of Very sub_optimal temperature stress. (XLSX) Click here for additional data file.

S12 Table Gene-level GO annotation of Very sub_optimal temperature stress. (XLSX) Click here for additional data file.

S13 Table List of connected nodes to each of the transcription factor. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

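Gene expression was measured by RNA-seq in leaflets of bambara groundnut genotype S19-3 at 27°C, 23°C and 18°C, with 2 libraries per temperature. The authors sequenced the libraries on the SOLiD4 platform, aligned reads to an unpublished transcriptome assembly with LifeScope, and deposited raw read counts for each of 17753 isogroups in each library. How reads that align to several isotigs were counted is not stated, so isogroups that share sequence may share reads. The temperature and replicate number of each library were taken from the sample labels and the paper. Totals ranged from 7231902 to 12495235 reads per library, with a median of 9691274. Together the 5 largest isogroups took more of the reads in replicate 2, with the largest excess in isogroup02500 (8.23% and 29.6% at 27°C in replicates 1 and 2). The share of isogroup06998 was also higher in replicate 2 at each temperature, and that of isogroup03115 at 27°C and 23°C. Those of isogroup00017 and isogroup00003 were lower in replicate 2 at each temperature. At 27°C and 18°C the totals of replicate 2 were also lower. Fewer reads were therefore left for the other isogroups in replicate 2 (between 2476243 and 3433656) than in replicate 1 (between 5290233 and 7006134). Changes in isogroups with few reads are less precise as a result. No library pair had counts within sampling noise of each other.

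The deposited counts were tested with edgeR 4.0.16 in R 4.3.3. Normalization was by TMM, filterByExpr kept isogroups with a minimum count of 10 and a minimum total of 15, and the quasi-likelihood test was fitted to all 6 libraries with temperature as the factor, which left 3 residual degrees of freedom. An isogroup was taken as differing at a Benjamini-Hochberg adjusted p-value under 0.1. The alternatives were DESeq2 1.42.0, a re-implementation of the test of the DESeq package, median-ratio normalization, no filter, at least 10 reads in every library, the replicate number as a block (2 residual degrees of freedom), the 4 libraries of the comparison alone, an adjusted p-value under 0.05, an adjusted p-value under 0.01 with more than 2-fold change, and leaving out single libraries. These alternatives, the test designs and the rule for named isogroups were set before the data were examined. Named isogroups were the 2 rising and 2 falling isogroups with the largest log2 fold change in each comparison with 27°C, among those with an adjusted p-value under 0.1 and both libraries on the same side of both libraries at 27°C. Of these, the first of each direction in the edgeR fit, and isogroup12217, are described at the claim.

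The scripts were tested on simulated data in which 200 isogroups were changed at 18°C. At an adjusted p-value under 0.1, edgeR recovered 88% of them and 12.9% of its calls were false. DESeq2 recovered 82% with 8.89% false calls, and the re-implementation of DESeq recovered 66% with 1.49% false calls. In a simulated comparison with no change, edgeR called 1 isogroup. The simulated changes had a single size, up or down, and were placed only in isogroups above a minimum abundance. The simulated spread was set by a formula and had no deviations shared by replicate number, which the deposited counts show. These rates therefore check the scripts and do not measure recovery or false calls in the deposited counts.

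The RNA-seq values of S4 Table were searched for among the counts after a variance-stabilizing transformation, with Python 3.11.15 and scipy 1.17.1. The paper extracted counts per isotig and the deposited counts are per isogroup, so probe sets matched to an isogroup of several isotigs could not be found by this search. Since no probe set was matched, the tests planned for the 52 probe sets, and the comparison of directions between the counts and the microarray, were not run. Directions within S4 Table are the paper's values. Further settings of this search were tried after the data had been seen and are given in the closing section. The microarray data, the co-expression networks and the transcriptome sequences were not analysed here.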

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

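The tests in which isogroups were chosen at 23°C, or by the mean of both temperatures, were chosen only after the result of the first such test was seen. A total of 45 isogroups differed between 18°C and 23°C in the direct test of the 2 temperatures against each other (edgeR, adjusted p-value under 0.1). Such a difference between the responses at the 2 temperatures is what drew attention to them. In the fitted changes against 27°C, 27 of the 45 had the same sign at both temperatures and a larger size at 18°C. Another 2 had the same sign and a larger size at 23°C, and 16 had opposite signs. These groups were not tested, since only 13 of the 45 differed from 27°C at 23°C, and 39 did at 18°C (edgeR, adjusted p-value under 0.1). All 45 were among the 929 found with the replicate block, and 44 were among the 252 found with DESeq2.

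More isogroups differed from 27°C at 18°C (1544) than at 23°C (837). When reads were drawn at random so that all libraries had the same depth relative to the typical isogroup, the ratio of the counts at 18°C and 23°C was 1.69 (median of 10 draws, range 1.63 to 1.82) against 1.84 with all reads, so a difference in depth accounts for little of it in the model without the replicate block. The size of the excess depends on the model, with 3084 against 2237 isogroups with the replicate block and 1884 against 613 with the 4 libraries of each comparison alone, and depth was not examined in those fits. Whether changes are larger at 18°C was examined in 500 isogroups chosen in one replicate and measured in the other. There were 3 versions, and the answer depends on how the isogroups were chosen. The choice was made among the 9833 isogroups with at least 10 reads in every library, so isogroups with almost no reads at a temperature were left out. In the first version, written before its result was seen, isogroups were chosen by their change at 18°C, and the median change at 18°C exceeded that at 23°C by 0.47 and 0.69 on the log2 scale in the 2 directions of the split. That choice favours 18°C and so cannot decide the question. Chosen by their change at 23°C, which favours 23°C, the difference was -0.0839 and -0.0721 on the log2 scale. Chosen by the mean of both changes, which favours neither, it was 0.18 and 0.34. A somewhat larger change at 18°C may therefore contribute, as a hypothesis that rests on the last version. Reads shared between similar isogroups could not be examined without the assembly. The paper describes the same plants as sampled first at 27°C, then at 23°C and last at 18°C, so the temperature cannot be told apart from the age of the plants, earlier leaflet removal or the order of sampling.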

How the results depend on the processing

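The 8 log2 fold changes of named isogroups kept their direction and an adjusted p-value under 0.1 with DESeq2, with median-ratio normalization and with the replicate block. With single libraries left out, 3 of the values moved by more than the approximate standard error derived from the F statistic of the edgeR fit to all 6 libraries. Their direction could not reverse there, since the isogroups were chosen for having both libraries on the same side of both libraries at 27°C. In the counts of isogroups that differed, median-ratio normalization gave 837, 1541 and 45 for 23°C against 27°C, 18°C against 27°C and 18°C against 23°C, and 585 for both temperatures against 27°C, beside 837, 1544, 45 and 583 with TMM.

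Other choices moved the counts more, and the cause was not tested unless stated. With the replicate block the 4 counts were 2237, 3084, 929 and 1465. The balance of rising and falling isogroups also depended on the setting. At 18°C against 27°C, 729 rose and 815 fell, but 370 rose and 341 fell with the re-implementation of DESeq, and 464 rose and 463 fell at an adjusted p-value under 0.05. The estimated biological coefficient of variation was 0.302 without the block and 0.214 with it. The re-implementation of DESeq gave 427, 711 and 278 for 23°C, 18°C and both temperatures against 27°C. Requiring at least 10 reads in every library gave 545, 942, 8 and 355. An adjusted p-value under 0.05 gave 466, 927, 12 and 315, and an adjusted p-value under 0.01 with more than 2-fold change gave 110, 295, 1 and 82. The count for 18°C against 23°C was the least stable, at 252 with DESeq2, 110 with no filter and 16 with the 4 libraries alone, beside 45. It was 17 in each of the 2 fits that left out one 27°C library. The count at 18°C against 27°C exceeded that at 23°C against 27°C under each alternative run for both.

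With a library of the temperature outside the comparison left out, 604 to 612 isogroups differed at 23°C and 1896 to 1915 at 18°C against 27°C. The rank correlation between the changes at 23°C and 18°C was 0.372 with separate 27°C libraries, 0.677 when both changes used both 27°C libraries, and 0.346 to 0.356 across the 4 fits that each left out one replicate. A replicate of the compared temperatures was not left out in the counts, since 1 library would remain.

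The number of S4 Table probe sets matched to an isogroup was 0 under the 6 alternatives set before the data were examined. It was also 0 with no normalization, total-count normalization, or transformation of the mean or the sum of the replicates, which were chosen after seeing the data, as were searches over ranges of both transformation parameters. Isogroups of several isotigs could not be matched under any of these settings if S4 Table holds values per isotig. The alternatives for the directions in the counts of those probe sets were not run, since no match was made.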

Other observations

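The tests of the deviations shared by replicate number and of the directions in S4 Table were chosen only after those results were seen. Libraries with the same replicate number deviated together. The mean correlation of the replicate differences between temperatures was 0.342 across isogroups. It was 0.296 after reads were drawn so that all libraries had the same depth relative to the typical isogroup. Total reads still differed between libraries after the draws, from 3645705 to 9510731 in the first draw. The depth of the typical isogroup therefore accounts for little of the correlation. After a smooth trend on abundance was removed the correlation was 0.336, so the fitted trend accounts for little of it. How well that fit captures a bias with abundance was not examined. The second principal component (22.7% of the variance) was positive in the 3 libraries of replicate 1 and negative in the 3 of replicate 2, while the first (43.7%) separated 27°C from both lower temperatures. The most abundant isogroup, isogroup02500, took 8.73% ± 1.5 (SD, n = 3) of the reads in replicate 1 and 28.5% ± 3.45 (SD, n = 3) in replicate 2 (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). Here n counts libraries, and the test treats them as independent. Libraries with the same replicate number may come from the same plant or batch, so the p-value is descriptive only. Repeated sampling of the same plants is a candidate explanation, but libraries prepared or sequenced together by replicate number would give the same pattern, and these cannot be told apart here.

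The changes at 23°C and 18°C were compared. Against 27°C, 254 isogroups differed at 23°C alone and 961 at 18°C alone. Of the 583 that differed at both temperatures, 338 rose at both, 245 fell at both and 0 had opposite directions, whereas 10 of the 1465 found with the replicate block had opposite directions. Both changes use the same 27°C libraries, which alone can produce a correlation. With a separate 27°C library for each change, the rank correlation across isogroups was 0.372, against 0.677 with shared libraries, so a correlation remained without shared libraries. The size of the fall does not measure the effect of sharing, because the separate version also uses 1 library at 27°C per change in place of 2, and takes replicate 1 for one change and replicate 2 for the other, which puts the deviations shared by replicate number into the changes with opposite signs. In the direct test of 18°C against 23°C, 45 isogroups differed without the replicate block and 929 with it. A partly common response to the lower temperatures is a hypothesis, and the age of the plants, which increased from 27°C to both lower temperatures, would act in the same way and was not tested.

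In the paper's values in S4 Table, the 50 distinct RNA-seq profiles all had the direction of the microarray at 18°C. Profiles shuffled among probe sets gave 29.8 on average and at most 42 in 100000 shuffles (permutation p = 1e-05, the smallest they can give). Since the paper's text does not say whether a shared direction was required for the list, the test cannot tell a resemblance between the methods from the way the list was made.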
